A study of Rattus norvegicus with 6 samples.

How the data were processed

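Retinal ganglion cells (RGCs), the output neurons of the retina, were cultured from Sprague Dawley rats labelled age P5. Per the labels, the cultures were kept for 10 days and then received Chrdl1 or its vehicle for 12 h. Chrdl1 (chordin-like 1) is a secreted protein that binds bone morphogenetic proteins (BMPs). The dose was 1 µg/ml, and the vehicle held 0.1% BSA and 4 mM HCl. There were 3 libraries per group. The titles carry a 6-digit code, 052416, 092016 or 092716, and each code is shared by 1 Chrdl1 and 1 vehicle library; the pairs are called A, B and C in that order. The labels do not say what the code stands for, and nothing in them says whether the libraries of a group came from separate animals or cultures, so p-values measure the spread between these libraries. The labels conflict on the source of the RNA. The extraction protocol names visual cortex. The source name, the cell type, the growth and treatment protocols and the series design all name RGC cultures. Expression of RGC genes and of Gfap, given in the report, argues against visual cortex.

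Per the labels, RNA was purified with an RNeasy kit and made into stranded mRNA libraries with an Illumina TruSeq kit. Per the submitters' processing notes, the tools were FastQC, STAR 2.4.0k and HOMER 4.8.3, with genome build rn6. The authors deposited one table of FPKM values (fragments per kilobase of transcript and per 1000000 reads) with the length of each transcript; the annotation release and the read filters are not given in the sources used here. The table holds 17366 RefSeq transcripts, 1 per gene symbol, of which 16776 are protein-coding and 563 are noncoding RNAs. Gene names are those in the table, and 16395 of its accessions were found in a RefSeq gene table of another assembly (GRCr8), which was used for names only. Coordinates are those of the table, on rn6. Altogether 3195 transcripts were at 0 in all 6 libraries.

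The depth of each library was recovered from the deposited FPKM values. Multiplied by transcript length, 99.9% of the values above 0 in each library were whole multiples of what 1 read is worth, within the 0.0005 FPKM of rounding, where 3.74% to 6.75% would be by chance. The read total behind the FPKM scale came to 24482300, 14546600 and 26551800 reads for the vehicle libraries of pairs A, B and C. For the Chrdl1 libraries it came to 23343400, 22870500 and 24198700 reads. Of these reads, 62.7% to 65.8% fell on the listed transcripts. At 1 kilobase of transcript, 1 read is worth 0.0687 FPKM in the shallowest library and 0.0377 FPKM in the deepest. The short microRNA precursors rest on few reads, and their read numbers are given beside their values.

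Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend, two-sided) on log2(FPKM + 1). The 10390 transcripts with FPKM of at least 1 in at least 3 libraries were tested. Treatment was the only term. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are on the log2(FPKM + 1) scale, Chrdl1 minus vehicle, which understates the change of low genes. The 29 gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with camera at an estimated correlation and with fry beside it. Camera compares the members of a list with all other tested genes, and its p-values were adjusted over the 29 lists. The GluA2 share of AMPA receptor subunit FPKM, Gria2 over the sum of Gria1 to Gria4, was compared with an exact permutation test. With 3 libraries against 3, the smallest two-sided p such a test can give is 0.1. Depth recovery used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

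Whether the title codes pair the libraries was checked on the values. Deviations from the group means, across the tested genes of each library, correlated between the Chrdl1 and vehicle libraries of a code at 0.82, 0.86 and 0.84 for 052416, 092016 and 092716. The title code took up 88.9% of the variance of log2(FPKM + 1) and treatment 3.91%. The codes were therefore taken to pair the libraries, and the fit with the code as a replicate block is printed beside a result where it changes the call. The chi-square of the recovered reads of libraries sharing a code, over the tested genes, was 2.10, 4.34 and 13.3 per degree of freedom for codes 052416, 092016 and 092716. Counting noise gives about 1 and library preparation adds to it, so the value of pair A does not by itself show separate cultures.

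The tests, the gene lists, the main alternatives and the rule for named genes were fixed before the data were examined. The rule named genes past the threshold, of which there were none. It then named the 5 higher and 5 lower genes with the smallest unadjusted p and the same direction in all 3 pairs, a fixed set of AMPA receptor, BMP pathway, activity and cell type genes, and up to 4 members of each list described. For the last part, 2 members of each list called with or without the block were taken, those with the smallest unadjusted p without the block. That number and that choice of lists were set after the values were seen. Some of these members are not reported here and were not replaced. Gpc6 and Pou4f1, in the fixed set, were not analysed here. Chrdl1, Smad6 and Gfap were below the filter and untested.

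The alternatives set beforehand were pseudocounts of 0.1 and 0.5, no filter, a filter at FPKM of 5, the replicate block with and without quantile normalization, quantile normalization, median centring, robust eBayes, array quality weights and leaving out each library in turn. Leaving out 1 library leaves the codes unequal between the groups, so a change there can come from the difference between codes. Added after seeing the data were voom on the recovered reads, transcripts of at least 300 bases only, removal of a loess trend on transcript length from each library (span 0.5), and leaving out both libraries of a code, each also with the block except the length limit.

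The fit was tested on simulated reads for the Chrdl1 minus vehicle comparison, with the real libraries' means and depths, a spread within each code matched to the real pair, and known fold changes, over 10376 tested genes. Without the block it recovered 2 of 50 genes changed by 1.5-fold, 14 of 50 changed by 2-fold and 43 of 50 changed by 4-fold. With the block it recovered 42, 48 and 50 of 50. Of 49 genes changed by 1.25-fold it recovered 0 without and 7 with the block, and of 10166 unchanged genes it called 0 and 3. These rates hold for a response with as many changed genes, where the adjusted threshold is easier to pass. In the real fit with the block, Mir138-2 had a limma unadjusted p of 1.6e-05 and an adjusted p of 0.165. The rates therefore need not carry over to a response of few genes.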

Results

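The series measured polyadenylated RNA in cultured rat RGCs, as FPKM per transcript, in 3 libraries treated for 12 h with Chrdl1 and 3 treated with vehicle. Each library of a group shares a title code with 1 library of the other group, giving pairs A, B and C. The read totals recovered from the FPKM scale were 24482300, 14546600 and 26551800 for the vehicle libraries of pairs A, B and C, and 23343400, 22870500 and 24198700 for the Chrdl1 libraries. RGC genes were abundant in both groups. Rbpms, an RNA-binding protein used as a pan-RGC marker, was at 90.1 ± 7.03 FPKM (SD, n = 3) in vehicle and 86.3 ± 8.57 (n = 3) in Chrdl1 libraries. Thy1, a surface glycoprotein of RGCs, was at 208 ± 59.2 and 194 ± 56.9 FPKM. Pou4f2, an RGC transcription factor, averaged 28.5, 37.0 and 25.9 FPKM in pairs A, B and C. Sncg, another RGC gene, averaged 1100, 830 and 915 FPKM. Gfap, the astrocyte intermediate filament, was at 0.489 ± 0.649 and 0.434 ± 0.627 FPKM, and at most 1.24 FPKM in any library. These values argue against visual cortex as the source of the RNA. Pou4f2 and Sncg were added after their values were seen. Aif1, a microglial gene, was at 19.7 ± 15.4 and 16.7 ± 13.98 FPKM, with 2.75 and 1.42 FPKM in the vehicle and Chrdl1 libraries of pair B. Endogenous Chrdl1 transcript was near the floor in every library, at 0.233 ± 0.0909 FPKM in vehicle and 0.239 ± 0.0115 in Chrdl1 libraries, which rests on 13 to 29 reads per library.

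The comparison of Chrdl1 with vehicle asks whether added Chrdl1 alters the RGC transcriptome within 12 h. No gene passed the threshold. Among 10390 tested genes, limma gave 0 at an adjusted p under 0.05, with a smallest adjusted p of 0.9998, and 18 genes were at an unadjusted p under 0.05. Independent groups give about 519.5 by chance, but with paired libraries this fit gives fewer: the other splits that part all 3 pairs gave 10, 22 and 12. Of these 18, 2 were higher (Mir770 and LOC100910802) and 16 lower. With the replicate block it also gave 0, with a smallest adjusted p of 0.165, and 535 genes at an unadjusted p under 0.05 (100 higher, 435 lower), where the other splits that part all 3 pairs gave 399, 461 and 302. Limma voom on the recovered reads gave 0 with 2 genes at an unadjusted p under 0.05, and 0 with 498 under the block (316 higher, 182 lower), the opposite balance. Quantile normalization with the block gave 0 with 374 (145 higher, 229 lower). In all 3 pairs, 784 genes were higher and 2029 lower with Chrdl1, where 1299 in each direction are given by chance if genes move independently. This balance depends on the scaling: the median log2 fold change of all tested genes was -0.028, and it was 0.00062 after quantile normalization and -0.0068 with voom. By more than 1.5-fold of FPKM + 1 in every pair, 0 genes were higher and 1, Mir138-2, was lower. This count leaves out low genes whose FPKM alone changed by more. Cldn15, for example, went from 0.904 to 1.39, 0.913 to 1.48 and 1 to 1.59 FPKM in pairs A, B and C. The 95% interval of a gene's log2 fold change had a median halfwidth of 0.37, and of 0.19 with the block. These intervals are not adjusted for the number of genes, so larger changes can miss the threshold too. In the simulation without the block, 2 of 50 genes changed by 1.5-fold and 14 of 50 changed by 2-fold were recovered. With the block 42 and 48 were, under the limits given with that simulation.

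The AMPA receptor subunits, which form the main fast excitatory receptors, did not pass the threshold with or without the block. Chrdl1 is an astrocyte-secreted protein studied for its effect on GluA2-containing AMPA receptors. Gria2, encoding GluA2, was at 14.8 ± 3.47 FPKM in vehicle and 16.3 ± 2.60 in Chrdl1 libraries (n = 3 each), a log2 fold change of 0.15 ± 0.18 (SE) with a 95% interval from -0.29 to 0.58. Its sign was positive in all 3 pairs, at 0.11, 0.032 and 0.31, and leaving out 1 library gave 0.032 to 0.32. The block reduced its SE to 0.082, with an interval from -0.030 to 0.33 and a limma adjusted p of 0.872. Gria1 was at 17.0 ± 3.19 and 17.1 ± 3.49 FPKM, Gria3 at 3.64 ± 1.51 and 3.77 ± 1.43 FPKM, and Gria4 at 13.6 ± 1.79 and 13.9 ± 1.03 FPKM. The 4 subunits had a median log2 fold change of 0.040, and camera did not call the list (adjusted p = 0.291). It was called higher without the vehicle library of pair B (0.21, adjusted p = 0.00864) or the Chrdl1 library of pair C (0.14, 0.0263). With an estimated correlation these had an adjusted p of 0.737 and 0.561. The median turned without the vehicle library of pair C (-0.041) or the Chrdl1 library of pair B (-0.050), with no call. Leaving out 1 library leaves the codes unequal between the groups. Median log2 differences on this list were 0.34 for pair B minus pair A and -0.48 for pair C minus pair B. These calls and turns therefore cannot be told apart from the difference between codes. None of the 4 subunits passed over all genes tested, and 0 passed adjusted over the list alone. The GluA2 share of subunit FPKM was 30.0% ± 2.53 in vehicle and 32.0% ± 2.77 in Chrdl1 libraries (n = 3 each), a difference of 1.96 percentage points that lay within the spread (exact permutation p = 0.4, two-sided). Leaving out 1 library, again with the codes unequal between the groups, gave 0.571 points (without the vehicle library of pair A) to 3.46 points (without the Chrdl1 library of pair A). The share was higher with Chrdl1 in 3 of 3 pairs, by 0.343 to 3.81 points, and the exact sign-flip p of 0.25 is the smallest that 3 pairs can give.

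**Figure D1:**
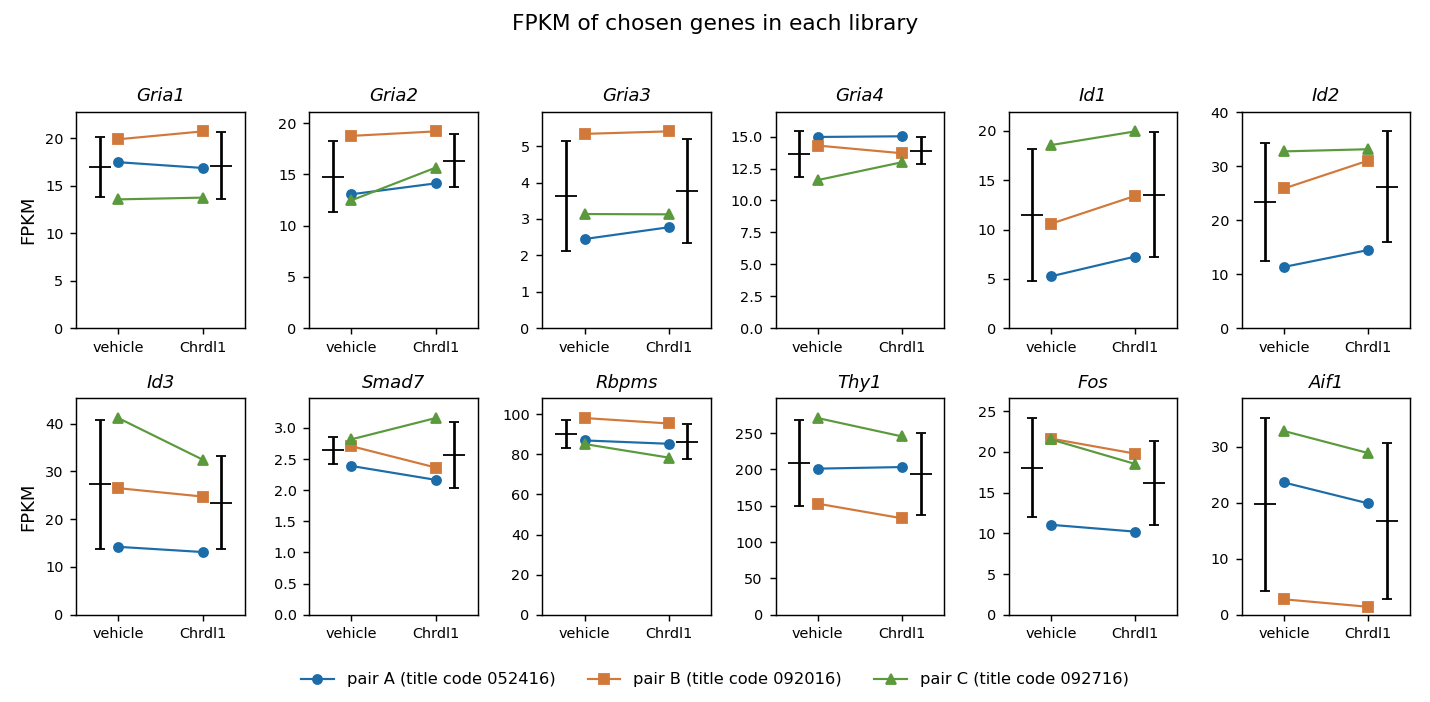
FPKM (vertical axis, from 0) of 12 chosen genes in the vehicle and Chrdl1 libraries; lines join the libraries of a pair, which share a title code, and the black bars are the mean ± SD of 3 libraries. The distance between codes exceeds the distance within them for genes such as Id1, where the vehicle libraries run from 5.25 to 18.6 FPKM.

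Genes that answer BMP signalling did not move in one direction. Id1 and Id2, inhibitors of basic helix-loop-helix factors and direct BMP targets, had log2 fold changes of 0.27 ± 0.48 and 0.20 ± 0.44 (SE). Their relative Id3 was at -0.18 ± 0.43. Id1 and Id2 were higher in all 3 pairs and Id3 lower in all 3, so that the block reduced their SEs to 0.089, 0.078 and 0.075; their limma adjusted p under the block were 0.829, 0.872 and 0.872. Smad7, an inhibitory Smad, was at -0.038 ± 0.17, and Smad6 was at 0.217 ± 0.199 FPKM in vehicle and 0.416 ± 0.475 in Chrdl1 libraries. Smad6 rested on 2 to 32 reads per library, and pair C carried its difference. Its vehicle and Chrdl1 libraries were at 0.06 and 0.156 FPKM in pair A, 0.15 and 0.128 in pair B, and 0.44 and 0.965 in pair C. The receptors Bmpr1a and Bmpr2 were at 0.0084 ± 0.12 and 0.15 ± 0.15. Of the 12 tested BMP and TGF-beta immediate targets, 6 had a positive and 6 a negative fold change, with a median of 0.0035 (camera adjusted p = 0.357). Their medians were -0.12, -0.045 and 0.079 in pairs A, B and C. The overall median was -0.10 without pair C, and it ran from -0.15 to 0.19 on leaving out 1 library. The 32 tested ligands, receptors and modulators had a median of 0.0085 and a mean of -0.0076 (adjusted p = 0.337).

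Other named genes did not pass the threshold either. Gpc4, a glypican secreted by astrocytes, was at 0.011 ± 0.47, and Nptx1, a pentraxin that clusters AMPA receptors, at 0.039 ± 0.094. The activity genes Fos, lower in all 3 pairs, and Arc were at -0.15 ± 0.33 and -0.074 ± 0.24. The 23 tested immediate early genes had a median of -0.074, with 19 of 23 negative (camera adjusted p = 0.337), and the 22 RGC markers a median of -0.029 (adjusted p = 0.681), although camera ranked the RGC markers above the other genes. Rbpms and Thy1 were at -0.062 ± 0.11 and -0.11 ± 0.28, and Aif1 at -0.35 ± 1.14. Aif1 was lower in all 3 pairs, at -0.24, -0.64 and -0.18, with an interval under the block from -0.56 to -0.14.

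The genes with the smallest unadjusted p and 1 direction in all 3 pairs did not pass the threshold with all 6 libraries, with or without the block, except Mir138-2 under the block once the length trend was removed (adjusted p = 0.00249). In the fits with the block on only 2 pairs, some did: Mir770 (adjusted p = 6.4e-10), Mir22 (0.00129), Ghrl (0.00228) and Mt3 (0.0124) without pair A, and Mir138-2 (1.4e-06), Ghrl (0.0360) and Mt3 (0.0341) without pair B. With 2 pairs, eBayes takes most of a gene's spread from other genes. Without pair A the SE was 0.143 for Mir770 and 0.155 for Mir22. Pairs B and C were at 1.94 and 0.56 for Mir770, and at 1.42 and 0.24 for Mir22. For these 2 precursors the p-values therefore do not measure the spread between the pairs. Cldn15, a claudin of tight junctions, was at 0.939 ± 0.0530 FPKM in vehicle and 1.49 ± 0.0975 in Chrdl1 libraries, with log2 fold changes of 0.33, 0.38 and 0.37 in the 3 pairs from 9 to 26 reads per library. Ghrl, encoding ghrelin, was at 4.60 ± 1.56 and 7.30 ± 1.88 FPKM, a log2 fold change of 0.59 ± 0.26 that came to 0.33 without the vehicle library of pair C. The noncoding LOC100910802 was at 0.47 ± 0.19, and the microRNA precursors Mir770 and Mir22 were at 0.85 ± 0.32 and 0.62 ± 0.29, from 9 to 59 and 7 to 33 reads per library. Pair B carried both, with 0.064, 1.94 and 0.56 for Mir770 and 0.20, 1.42 and 0.24 for Mir22 in pairs A, B and C. Without the Chrdl1 library of pair B Mir770 came to 0.51, and without the vehicle library of pair B Mir22 came to 0.35. Lower were Mt3, a neuronal metallothionein, at -0.49 ± 0.17, Hrsp12 at -0.34 ± 0.11 and the ribosomal protein gene Rpl13a at -0.31 ± 0.10. The precursors Mir138-2 and Mir106b were at -0.92 ± 0.28 and -0.93 ± 0.31, the latter from 0 to 3 reads per library. Mir138-2, 81 bases on chromosome 19 from 11149748 to 11149829 of rn6, rested on 1 to 7 reads per library and had the smallest limma adjusted p under the block, 0.165.

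Gene lists shifted by small amounts. Camera at the preset correlation called 7 of 29 lists. Higher were voltage-gated channels (38 tested members, median log2 fold change 0.093, adjusted p = 4.2e-05), GABA-A and glycine receptors (13 members, 0.041, 0.0332), cholesterol biosynthesis (24 members, 0.036, 0.0235) and axon guidance and adhesion (30 members, 0.032, 0.0235). Lower were nuclear-encoded oxidative phosphorylation (34 members, -0.098, 0.00112), cytosolic ribosomal proteins (34 members, -0.096, 0.00263) and glycolysis and hypoxia response (24 members, -0.10, 0.00429). With an estimated correlation 0 lists were called, each of these 7 having an adjusted p = 0.952, and fry called 0 in 1 direction (smallest adjusted p = 0.978) and 0 in either direction. In this fit no member of any list passed over all genes tested, and 0 passed adjusted over the list alone. Alternatives set beforehand ended some calls. With quantile normalization oxidative phosphorylation was at -0.036 (adjusted p = 0.0643), and ribosomal proteins stayed called at -0.039. Without a filter ribosomal proteins, cholesterol biosynthesis and axon guidance (each 0.0939) and GABA-A and glycine receptors (0.344) were lost. Array quality weights lost the last 3, at 0.955, 0.452 and 0.326. Median centring lost only the receptors (0.0567). The pseudocounts, the filter at FPKM of 5 and robust eBayes kept all 7. Without the vehicle library of pair C, camera called 3 lists, 0 of them among these 7. Without the vehicle library of pair A or B it called 9 or 14 lists, with 4 or 6 of the 7 among them. Without the Chrdl1 library of pair A, B or C it called 8, 7 or 19, with 5, 2 or 7 of the 7. Without both libraries of pair A, B or C it called 7, 10 or 1, with 7, 7 or 1 of the 7. On leaving out 1 library the medians ran from -0.051 to 0.19 for channels, -0.028 to 0.10 for GABA-A and glycine receptors, -0.051 to 0.16 for cholesterol biosynthesis and -0.048 to 0.089 for axon guidance. They ran from -0.20 to -0.020 for oxidative phosphorylation, -0.20 to -0.011 for ribosomal proteins and -0.20 to -0.041 for glycolysis and hypoxia response.

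Fold change went with transcript length in 1 pair, and some of the called lists lay along that trend. In pair C, the rank correlation across genes of fold change with transcript length was 0.39, with medians from -0.19 for transcripts under 1000 bases to 0.092 for those of 4000 bases and over. It was 0.028 and 0.026 in pairs A and B; genes are not independent replicates. Channel transcripts had a median length of 3934 bases and a median fold change of 0.26 in that pair, against 0.012 and 0.0045 in the others. Ribosomal protein transcripts, at a median of 712 bases, had -0.27 there, against -0.011 and -0.0046. GABA-A and glycine receptors did not lie along it: at a median of 1830 bases they had 0.23 in pair C, where transcripts of at least 1000 and under 2000 bases had -0.12.

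**Figure D2:**
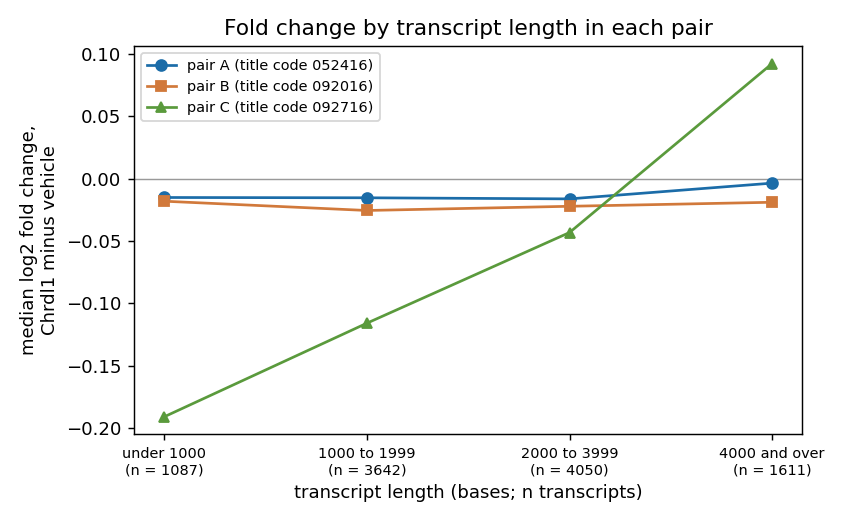
Median log2 fold change, Chrdl1 minus vehicle (vertical axis), of tested transcripts in 4 classes of length in bases (horizontal axis), 1 line per pair of libraries sharing a title code. Pair C runs from -0.19 to 0.092, and the other pairs stay near 0.

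Members of the called lists illustrate the sizes. Cacna2d1, a calcium channel subunit, was at 0.18 ± 0.12. The GABA-A receptor subunit gene Gabrb1 was at 0.31 ± 0.35. Hsd17b7 and Nsdhl, enzymes of cholesterol synthesis, were at 0.18 ± 0.14 and 0.16 ± 0.13. The guidance cues Sema3a and Efna5 were at 0.13 ± 0.14 and 0.16 ± 0.19. Atp5g1 and Uqcrc1, of ATP synthase and respiratory complex III, were at -0.28 ± 0.15 and -0.15 ± 0.098. The ribosomal protein gene Rps20 was at -0.38 ± 0.19; it rested on 6 to 19 reads per library, and ribosomal protein genes have near-identical pseudogenes that can take reads. The glucose transporter gene Slc2a1 and the enolase gene Eno1 were at -0.18 ± 0.11 and -0.23 ± 0.16. Leaving out 1 library, which leaves the codes unequal between the groups, turned the sign of Gabrb1 (-0.11 to 0.54) and Efna5 (-0.032 to 0.27). In Gabrb1 pair C carried the mean, with -0.18, 0.016 and 1.09 in pairs A, B and C. Efna5 was higher in all 3 pairs, at 0.025, 0.14 and 0.31. Its turn therefore does not show that 1 library carried the change. Leaving out 1 library gave 0.055 to 0.26 for Cacna2d1, 0.028 to 0.23 for Sema3a, 0.091 to 0.27 for Nsdhl, -0.23 to -0.10 for Slc2a1 and -0.31 to -0.086 for Eno1.

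With the replicate block, camera called 12 lists, 5 higher and 7 lower, and all 7 above were among them with their direction. The additions were led by microglia and macrophage markers, 16 of 16 with a negative fold change and 10 lower in all 3 pairs (median -0.30, adjusted p = 7.7e-11, adjusted p = 0.613 with an estimated correlation). With voom their median was -0.19 under the block and -0.60 without it, where they were called (adjusted p = 0.0218, adjusted p = 0.918 with an estimated correlation). NF-kB and acute inflammatory genes had a median of -0.15 (17 of 19 negative, adjusted p = 2.6e-07, adjusted p = 0.613 with an estimated correlation). Endothelial, mural, meningeal and fibroblast markers had -0.18 (adjusted p = 0.00354), astrocyte and Müller glia markers -0.11 (adjusted p = 0.0468), and presynaptic genes 0.019 (adjusted p = 0.0411). Each of these 3 calls was lost, at an adjusted p = 0.613 with an estimated correlation. Leaving out 1 library, without the block, turned the microglia, NF-kB and endothelial lists. Without the Chrdl1 library of pair B camera called them higher, at 0.73 (adjusted p = 2.5e-07), 0.32 (0.00219) and 0.66 (5.1e-04). Without the vehicle library of pair B it called them lower, at -1.21 (1.1e-05), -0.65 (7.2e-04) and -0.84 (0.0158). With an estimated correlation their adjusted p were 0.858 and 0.737. Leaving out 1 library leaves the codes unequal between the groups. Pair B lay below pair A on these 3 lists, with median log2 differences of -2.94, -0.83 and -1.96. These shifts therefore cannot be told apart from the difference between codes. Within each pair the medians of the 3 lists were below 0. With voom and the block the endothelial and astrocyte calls were lost, at -0.069 (adjusted p = 0.0725) and -0.079 (adjusted p = 0.0582). The astrocyte call was also lost with quantile normalization and the block (-0.053, adjusted p = 0.148), and the presynaptic call with the length trend removed (-0.012, adjusted p = 0.199). Removing the length trend under the block also ended the calls of ribosomal proteins (-0.065, adjusted p = 0.101) and axon guidance (-0.019, 0.305). Without pair B the block lost the endothelial call (-0.050, adjusted p = 0.880), the astrocyte call (-0.099, 0.880) and the glycolysis call (-0.098, 0.0729). Without pair C camera under the block called 5 lists, with 1 of the 7 above among them. The calls lost there included GABA-A and glycine receptors (-0.036, adjusted p = 0.893) and presynaptic genes (-0.0090, 0.954). Over all genes tested 0 members passed under the block. Adjusted over the list alone, 8 of 16 microglia markers, 5 of 19 NF-kB genes and 2 of 12 astrocyte and Müller glia markers passed, and 0 members of the other lists. With an estimated correlation 0 lists were called under the block, the called lists having an adjusted p of 0.613 to 0.740, and fry called 0 (smallest adjusted p = 0.410). Cd68 and Trem2, of phagocytic microglia, were at -0.40 ± 0.10 and -0.31 ± 0.14 (SE under the block), and the chemokine gene Cxcl1 at -0.46 ± 0.099. Ptgs2, a prostaglandin synthase gene, was at -0.15 ± 0.12, and the mural and fibroblast genes Pdgfrb and Fn1 at -0.23 ± 0.12 and -0.18 ± 0.099. The astrocyte genes Sparcl1 and Slc7a10 were at -0.11 ± 0.088 and 0.13 ± 0.11. Members were chosen by their unadjusted p without the block. Under the block the limma unadjusted p was 0.231 for Ptgs2, 0.243 for Sparcl1 and 0.249 for Slc7a10. These genes therefore do not stand for the members that passed over the list alone. The presynaptic genes Syt2 and Unc13a were at -0.26 ± 0.14 and 0.20 ± 0.081. The other 17 lists were called in neither fit and had medians from -0.078 to 0.040.

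**Figure D3:**
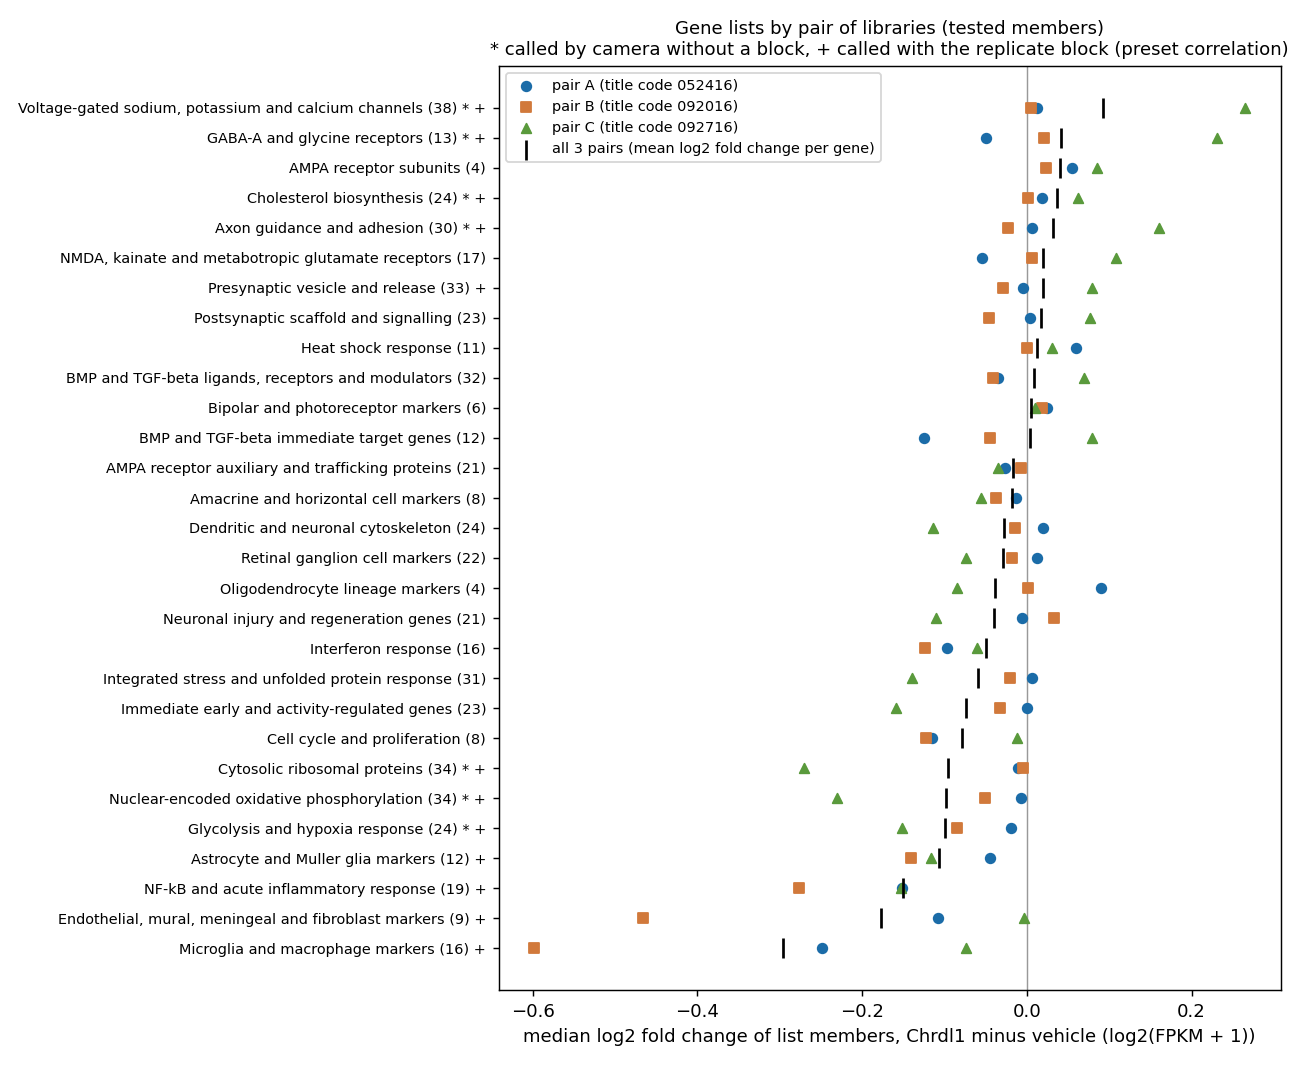
Median log2 fold change, Chrdl1 minus vehicle (horizontal axis), of the tested members of 29 gene lists (vertical axis, number of members in parentheses), with 1 symbol per pair of libraries and a black bar for all 3 pairs. Microglia markers lie at -0.25, -0.60 and -0.074 in pairs A, B and C, with 15, 15 and 11 of 16 markers lower, and channels lie furthest above 0 in pair C, at 0.26.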

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

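Chosen after the data were seen were voom, the length limit, the removal of the length trend, leaving out both libraries of a pair, and an adjusted p under 0.1 with the block. By limma 0 genes were called under each setting except 3 that use the block, with 2 to 101 genes at an unadjusted p under 0.05 without the block and 374 to 674 with it. With the length trend removed under the replicate block 1 gene was called, Mir138-2. Under the block without pair A or pair B, 18 and 32 genes were called, with only 2 pairs behind the spread. Most of a gene's spread was there taken by eBayes from other genes. The called genes included Mir770, Mir22, Ghrl, Mt3 and Cxcl1 without pair A and Mir138-2, Ghrl and Mt3 without pair B. At an adjusted p under 0.1, 0 genes were called with or without the block. The replicate block raised the lists called from 7 to 12, including all 7, and changed no gene call. With quantile normalization as well it gave 13, and without pair A 12, while without pair C it gave 5. Without a filter camera called 3 lists, with array quality weights 4, and without pair C 1. Camera with an estimated correlation and fry called 0. Leaving out 1 library gave 3 lists (without the vehicle library of pair C) to 19 (without its Chrdl1 library). The difference in GluA2 share was positive in all settings run, from 0.571 to 3.46 points on leaving out 1 library. A count test on deposited counts was not run, since the values are FPKM. The cause of these differences was not tested. The vehicle library of pair B, the shallowest at 14546600 reads, limits low transcripts most, with 0.0687 FPKM to 1 read at 1 kilobase.

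Of 1260 comparisons of 48 tested named genes with an alternative, 1177 kept their sign and side of the threshold, 9 passed it with the same sign, and 74 changed sign, 47 of these on leaving out 1 library. In 24 genes the sign never changed. The log2 fold changes that turned follow; the cause was not tested. With array quality weights, Gria1 was at -0.030, Gria4 -0.017, Id3 0.062, Bmpr1a -0.00056 and Fos 0.022. Without pair B (with and without the block), Gria1 was at -0.015, Smad7 0.013, Bmpr1a -0.0082 and Gpc4 -0.015. Without pair C (with and without the block), Gria4 was at -0.027, Bmpr1a -0.021, Bmpr2 -0.0050 and Gabrb1 -0.081. With the length trend removed (with and without the block), Bmpr1a was at -0.0056 and Nptx1 -0.0051. With voom on recovered reads, Gpc4 was at -0.050. With voom on recovered reads with replicate block, Gpc4 was at -0.017. On leaving out 1 library, which leaves the codes unequal between the groups, the values of all named genes ran as follows. Mir770 ranged from 0.51 to 1.09, LOC100910802 from 0.32 to 0.55, Cldn15 from 0.33 to 0.39 and Ghrl from 0.33 to 0.74. Mir22 ranged from 0.35 to 0.88, Mir138-2 from -1.16 to -0.77, Hrsp12 from -0.40 to -0.27 and Mir106b from -1.17 to -0.65. Rpl13a ranged from -0.38 to -0.26, Mt3 from -0.59 to -0.36, Gria1 from -0.14 to 0.15 and Gria2 from 0.032 to 0.32. Gria3 ranged from -0.19 to 0.30, Gria4 from -0.071 to 0.10, Id1 from -0.15 to 0.67 and Id2 from -0.23 to 0.56. Id3 ranged from -0.57 to 0.17, Smad7 from -0.15 to 0.042, Bmpr1a from -0.023 to 0.046 and Bmpr2 from -0.016 to 0.28. Gpc4 ranged from -0.34 to 0.44, Nptx1 from -0.0023 to 0.10, Fos from -0.45 to 0.14 and Arc from -0.22 to 0.12. Rbpms ranged from -0.14 to 0.0048, Thy1 from -0.31 to 0.14, Aif1 from -1.33 to 0.77 and Gabrb1 from -0.11 to 0.54. Syt2 ranged from -0.36 to -0.16, Unc13a from 0.025 to 0.34, Sparcl1 from -0.15 to -0.039 and Slc7a10 from 0.037 to 0.22. Cd68 ranged from -1.15 to 0.51, Trem2 from -0.91 to 0.46, Pdgfrb from -0.77 to 0.29 and Fn1 from -0.82 to 0.31. Cxcl1 ranged from -1.26 to 0.22, Ptgs2 from -0.42 to 0.065, Hsd17b7 from 0.13 to 0.23 and Nsdhl from 0.091 to 0.27. Slc2a1 ranged from -0.23 to -0.10, Eno1 from -0.31 to -0.086, Atp5g1 from -0.42 to -0.20 and Uqcrc1 from -0.21 to -0.10. Rps20 ranged from -0.49 to -0.30, Cacna2d1 from 0.055 to 0.26, Sema3a from 0.028 to 0.23 and Efna5 from -0.032 to 0.27.

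For the lists, 561 comparisons kept camera's direction and side of the threshold, 66 newly passed it, 30 lost it and 126 changed direction. Camera's direction is relative to all other genes and can differ from the sign of a median, as it did for AMPA receptor auxiliary proteins and RGC markers. Medians of the lists that turned follow; the cause was not tested. With no filter on low values, AMPA receptor auxiliary and trafficking proteins had -0.026, amacrine and horizontal cell markers -0.026, endothelial, mural, meningeal and fibroblast markers -0.044 and cell cycle and proliferation -0.00085. Under the replicate block, AMPA receptor auxiliary and trafficking proteins had -0.017, amacrine and horizontal cell markers -0.018, oligodendrocyte lineage markers -0.038 and interferon response -0.050. With array quality weights, AMPA receptor auxiliary and trafficking proteins had -0.027, NMDA, kainate and metabotropic glutamate receptors -0.0014, retinal ganglion cell markers -0.035, astrocyte and Müller glia markers -0.018, oligodendrocyte lineage markers 0.0030 and cholesterol biosynthesis -0.023. There too, dendritic and neuronal cytoskeleton had -0.068. With voom on recovered reads with replicate block, AMPA receptor auxiliary and trafficking proteins had -0.0089, amacrine and horizontal cell markers -0.023, oligodendrocyte lineage markers -0.018 and interferon response -0.050. With the length trend removed (with and without the block), AMPA receptor auxiliary and trafficking proteins had -0.037, oligodendrocyte lineage markers -0.019 and dendritic and neuronal cytoskeleton -0.037. Without pair A (with and without the block), AMPA receptor auxiliary and trafficking proteins had -0.023. Under the block without pair B, AMPA receptor auxiliary and trafficking proteins had -0.015, amacrine and horizontal cell markers -0.038 and interferon response -0.078. Under the block without pair C, AMPA receptor auxiliary and trafficking proteins had -0.035. With FPKM of at least 5, NMDA, kainate and metabotropic glutamate receptors had -0.0079. Without pair C (with and without the block), GABA-A and glycine receptors had -0.036, presynaptic vesicle and release -0.0090, BMP and TGF-beta immediate target genes -0.10, BMP and TGF-beta ligands, receptors and modulators -0.017, amacrine and horizontal cell markers -0.048 and interferon response -0.062. There too, integrated stress and unfolded protein response had -0.0020, neuronal injury and regeneration genes -0.0016, nuclear-encoded oxidative phosphorylation -0.025 and cytosolic ribosomal proteins -0.019. Under the block without pair A, retinal ganglion cell markers had -0.047 and amacrine and horizontal cell markers -0.010. With quantile normalization (with and without the block), amacrine and horizontal cell markers had -0.012 and neuronal injury and regeneration genes -0.0044. With voom on recovered reads, amacrine and horizontal cell markers had 0.0055, bipolar and photoreceptor markers -0.11, oligodendrocyte lineage markers 0.015 and interferon response -0.14. With the length trend removed with replicate block, amacrine and horizontal cell markers had -0.033 and interferon response -0.055. With quantile normalization, bipolar and photoreceptor markers had 0.052. Without pair A, bipolar and photoreceptor markers had 0.071 and dendritic and neuronal cytoskeleton -0.038. With median centring, oligodendrocyte lineage markers had -0.022. Without pair B (with and without the block), oligodendrocyte lineage markers had -0.046. Without pair C, oligodendrocyte lineage markers had -0.073. Without pair B, endothelial, mural, meningeal and fibroblast markers had -0.050. Under the replicate block with quantile normalization, interferon response had -0.023. On leaving out 1 library the medians of all lists ran as follows. AMPA receptor subunits ranged from -0.050 to 0.21, AMPA receptor auxiliary and trafficking proteins from -0.068 to 0.030, NMDA, kainate and metabotropic glutamate receptors from -0.066 to 0.089 and GABA-A and glycine receptors from -0.028 to 0.10. Postsynaptic scaffold and signalling ranged from -0.041 to 0.063, presynaptic vesicle and release from -0.055 to 0.072, BMP and TGF-beta immediate target genes from -0.15 to 0.19 and BMP and TGF-beta ligands, receptors and modulators from -0.026 to 0.023. Immediate early and activity-regulated genes ranged from -0.10 to -0.015, retinal ganglion cell markers from -0.081 to 0.067, amacrine and horizontal cell markers from -0.093 to 0.046 and bipolar and photoreceptor markers from -0.69 to 0.59. Astrocyte and Müller glia markers ranged from -0.45 to 0.22, oligodendrocyte lineage markers from -0.061 to 0.070, microglia and macrophage markers from -1.21 to 0.73 and endothelial, mural, meningeal and fibroblast markers from -0.84 to 0.66. Interferon response ranged from -0.34 to 0.18, NF-kB and acute inflammatory response from -0.75 to 0.32, integrated stress and unfolded protein response from -0.14 to 0.046 and heat shock response from -0.044 to 0.089. Neuronal injury and regeneration genes ranged from -0.11 to 0.080, cholesterol biosynthesis from -0.051 to 0.16, glycolysis and hypoxia response from -0.20 to -0.041 and nuclear-encoded oxidative phosphorylation from -0.20 to -0.020. Cytosolic ribosomal proteins ranged from -0.20 to -0.011, cell cycle and proliferation from -0.23 to 0.029, voltage-gated sodium, potassium and calcium channels from -0.051 to 0.19 and axon guidance and adhesion from -0.048 to 0.089. Dendritic and neuronal cytoskeleton ranged from -0.12 to 0.12.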

Other observations

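Chosen after results were seen were the test on other splits for genes, the comparison of libraries by title code, the removal of the length trend, the leaving out of a pair and the second macrophage list. Title codes are given as pairs A, B and C. The largest differences among the 6 libraries lay between the title codes, not between treatments. In a limma fit with treatment as a term, 4930 of 10390 genes (47.4%) differed between codes at an adjusted p under 0.05, with 2 libraries per code. The share ran from 28.7% with no filter to 47.6% with FPKM of at least 5. All 16 microglia markers and all 19 NF-kB and acute inflammatory genes differed. In pair B the microglia markers had a median log2 difference of -2.94 from pair A, and C1qc, a complement subunit, was at 1.61 FPKM against 40.6 and 45.6 in pairs A and C. Apoe, an apolipoprotein of glia and macrophages, was at 81.4 FPKM against 1020 and 1381. All 9 endothelial, mural and fibroblast markers differed too, and Tagln, a smooth muscle gene, was at 17.0 FPKM in pair B against 108 and 164.

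Other genes differed between the pairs too. Gad1, a GABA-synthesising enzyme, was at 5.25 FPKM in pair C against 1.77 and 1.94 in pairs A and B. The chemokine gene Cxcl1 was at 145 FPKM against 35.9 and 26.8. Id1 was lowest in pair A, at 6.25, 12.0 and 19.3 FPKM in pairs A, B and C, as was Id3 at 13.7, 25.6 and 36.8. The RGC marker Rbpms was at 86.1, 96.8 and 81.8 FPKM (limma adjusted p = 0.0433), and Nefl, a neurofilament gene, did not differ between codes (limma adjusted p = 0.139). The genes in these paragraphs were chosen after their values were seen.

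For the 7 lists called without a block, a trend of fold change with transcript length and the pair of libraries C alone were weighed as sources. After removal of the length trend from each library, 5 of the 7 were still called in the same direction, which argues against the trend as the whole source of those 5, although channels went from 0.093 to 0.044 and oxidative phosphorylation from -0.098 to -0.066, and all 7 had an adjusted p = 0.969 with an estimated correlation. The call ended for ribosomal proteins, whose median went from -0.096 to -0.065 (camera adjusted p = 0.0859), and for axon guidance, which went from 0.032 to -0.019 (0.689), so for these 2 the trend stays open. Leaving out both libraries of pair C left 1 of the 7, glycolysis and hypoxia response, at -0.048 (0.00867), and 0 lists with an estimated correlation. Leaving out both libraries of pair A or of pair B, which leaves as many libraries, kept 7 of the 7 at the preset correlation. With an estimated correlation 0 lists were called in either setting. The calls kept at the preset correlation argue against fewer libraries alone as the reason for the loss there. The other 6 calls may therefore rest on pair C. A response to Chrdl1 stays open, and what sets pair C apart was not tested.

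The microglia markers had medians of -0.25, -0.60 and -0.074 in pairs A, B and C, the last with an interval from -0.16 to 0.014; C1qc was at 32.4 ± 26.1 FPKM in vehicle and 26.1 ± 22.1 in Chrdl1 libraries (SD, n = 3), and Apoe, which is on the astrocyte list, at 909 ± 719 and 747 ± 623. Removal of the length trend left the median at -0.26 (camera adjusted p = 6.7e-10 under the block, adjusted p = 0.591 with an estimated correlation), which argues against that trend as the whole source. Fewer microglia among the treated cells may lower a second list of 36 macrophage genes, 0 of them on another list, whose medians were -0.20, -0.22 and -0.0082, the last with an interval from -0.084 to 0.10. Lower inflammatory expression per microglial cell needs the NF-kB median minus the marker median below 0 in each pair; it was above 0 in 2 of 3 pairs, at 0.097, 0.32 and -0.078, each with an interval that crosses 0. These 95% bootstrap intervals resample genes that move together within 1 library against 1 and hold no spread between libraries, so neither explanation can be told apart from a response of microglia to Chrdl1, and all stay open.

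For genes the real split gave 0 past the threshold and the highest other split 0; any split gives at least 0, so that 10 of the 10 splits gave as many says nothing. For lists, 6 libraries make only 10 splits of 3 against 3, too few for a share under 0.05. The real split gave 7 and the highest other 21, and 7 of the 10 splits gave as many. The 6 splits that part only 1 pair had 876 to 1377 genes at an unadjusted p under 0.05 against 18 for the real one, which points to the structure of the samples by title code. Among the 4 splits that part all 3 pairs, the real one called 7 lists and the others 4 each. With the block, the real one called 12 lists and the highest other 8, so 1 of 4 gave as many, again too few splits for a share under 0.05. The others differed in the microglia median under the block, at -0.23, 0.062 and 0.095 against -0.30 for the real one.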
